A study of Mus musculus with 2 samples.

How the data were processed

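Live CD45-positive cells sorted from subcutaneous B16F10 tumors, a mouse melanoma line, were profiled by droplet single-cell RNA sequencing with the 10x Genomics Chromium 3' chemistry, per the labels. The tumors grew in control mice (Usp18f/f) or in mice whose Usp18 gene was to be deleted in myeloid cells by Cre carried in the Lyz2 locus (Usp18f/f LysM-Cre). Cells of 4 tumors per group, taken at day 14, were pooled into 1 library per group, with a target of 8000 cells each. The labels give no other replicate, batch or sex.

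The deposited values are raw UMI counts per gene and barcode, which the authors made with CellRanger 3.0.1, per the file headers and the labels. No normalization was applied to the deposited counts. The matrices hold called cells only, and the lowest total per barcode is 500 UMIs in each library. The genome build and annotation behind the counts are not stated. Of the 27998 genes in the feature table, 27645 (98.7%) have their Ensembl identifier in GENCODE M21 (GRCm38), which was used here only for gene coordinates and for the list of Y-linked genes. The feature table has no entry for 13 genes or markers of the lists used here, among them the constant genes of the T-cell receptor and of the immunoglobulins.

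Analyses were run in Python 3.11.15 with scanpy 1.11.5, leidenalg 0.10.2, scikit-learn 1.9.0 and scipy 1.17.1. Barcodes with at least 200 detected genes and at most 10% mitochondrial UMIs were kept. Doublets were scored with Scrublet in each library on its own, and the highest scores were removed at 0.8% per 1000 barcodes. Both libraries were clustered together on log-normalised counts with 2000 variable genes, 30 principal components, 15 exact nearest neighbours and the Leiden method at resolution 1. The interferon lists, Usp18, Lyz2 and a set of 945 technical genes (Xist, Y-linked, mitochondrial, ribosomal, haemoglobin and antigen-receptor variable genes) were left out of the clustering. T cells were clustered again on their own.

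Clusters were named from marker lists written before the data were examined. The class whose markers had the highest mean log2 fold against all other cells gave the name, provided that at least 3 of its markers were detected and no other class had more markers among the 10 leading genes. A marker counted as detected with a log2 fold of at least 0.5 in at least 10% of the cluster's cells. A cluster whose median UMI count was below the library median divided by 3 also needed a marker among its leading genes, and the erythroid name needed at least 10% haemoglobin UMIs. The limit of 0.5 was lowered from a stricter one after the data were seen. Of 25 clusters, 23 were named, and of 8 clusters of T cells, 7 were named. The 22 results treated as main ones were chosen after the values were seen. Names mean "like" in what follows, because they rest on transcripts alone. Macrophage-like and monocyte-like clusters together are called mononuclear phagocytes. Clusters of cycling cells took the class of their markers.

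The targeted gene was reported first, with Lyz2, which carries Cre, as a second check of the labels. UMIs were summed per library and class and expressed as CPM, the UMIs of a gene per 1e6 UMIs of that sum. Ratios between the libraries were computed as the log2 of (CPM + 5) over (CPM + 5), library labelled knockout over control, for genes with at least 20 UMIs over both. Class shares carry exact Clopper-Pearson 95% intervals, CPM values carry exact Poisson 95% intervals, and ratios of shares carry log-normal intervals. All intervals cover counting error only. They say nothing about the spread between mice, because each group is 1 pool. For a count of 0 the upper limit given is 3 UMIs of the class total. With 1 library per group no test between the groups is possible, so no p-value and no count of changed genes is given.

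For 10 gene lists fixed before the data were examined, the median log2 ratio was computed in each of 14 classes with at least 100 cells per library. It is given with a counting interval (200 Poisson resamples) and with its percentile among 10000 random lists of the same size matched on mean expression, as a description of these libraries. The lists cover interferon-stimulated, interferon-gamma-associated, MHC class I, MHC class II, inflammatory NF-kB-associated, alternative-activation macrophage, cytotoxic effector, inhibitory receptor and exhaustion, cell cycle, and dissociation stress genes. Usp18 is in none of them. A list needed at least 5 measured genes, a limit set after the data were seen. A list is called higher or lower only where its counting interval excludes 0 and its median lies outside the middle 95% of the random lists. This rule was also set after the values were seen. For the share of cells with transcripts of a list, each cell was thinned to 1000 UMIs, shallower cells were left out, and cells with at least 3 list UMIs were counted.

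Genes could be named if they belonged to the lists or markers. Beyond these, the rule was the 3 largest rises and the 3 largest falls per class among genes with at least 100 UMIs and, where higher, a class CPM of at least 25% of that over all kept cells of the library. Apart from Lyz2 and its paralog Lyz1, genes among the 10 leading ones of a cluster of the same class are not read as differences between the libraries, because their values depend on which clusters are present. Values of these other genes are given only where 1 cell held most UMIs or where an alternative changed their direction. Xist and 4 Y-linked genes (Ddx3y, Eif2s3y, Uty and Kdm5d) were used to tell cells of female and male animals apart. These 4 genes were chosen after the pseudoautosomal gene Erdr1 was seen to occur in both kinds of cell.

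The ratio and list steps were tested on simulated counts drawn from the mononuclear phagocyte sums of both libraries (11928 genes, 200 of them changed). The sign was recovered for 200 of 200 changed genes, and 193 lay inside their interval. The median absolute error was 0.31 on the log2 scale, since the pseudocount understates changes of genes with few UMIs. Changed and unchanged genes were both drawn from those with at least 100 UMIs. Of 9812 unchanged genes, 0 passed a log2 ratio of 1 in either direction. Genes with fewer UMIs and smaller classes were not simulated, so these values do not cover them. A changed list of 30 genes reached percentile 100, and 50 of 1000 unchanged lists fell outside the middle 95%. A first run with fewer unchanged lists was enlarged.

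Alternatives were fixed before the data were examined for the doublet step, the mitochondrial and gene limits, the clustering, the denominator of the shares, the pseudocount, the scaling, the filter on low counts, the list summary, free RNA and the thinning. A further 7 kinds were added after the data were seen: leaving out shallow clusters, shares without neutrophil-like and B-cell-like cells, single mononuclear phagocyte clusters, and the split by sex-linked transcripts for the lists, for the shares, for Usp18 with Lyz2 and for the named genes. Neutrophil-like and plasmacytoid dendritic cells (pDC) had too few cells for the lists. No reads were available here, so exon usage of Usp18 was not examined.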

Results

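The data comprise 2 single-cell RNA libraries of CD45-positive cells from B16F10 melanomas, 1 from control mice and 1 from mice with a myeloid knockout of Usp18, an interferon-induced protease that removes ISG15 and restrains interferon receptor signalling. The question was how the loss of Usp18 in myeloid cells changes the immune cells of the tumor. The control library held 7754 barcodes with 43412346 UMIs and a median of 2600 UMIs per barcode. The library labelled knockout held 6063 barcodes with 48167632 UMIs and a median of 4455. After filtering, 6656 control cells (85.8%) and 5451 cells of the library labelled knockout (89.9%) were kept. Doublet calling removed 481 and 294 barcodes, and 8 barcode sequences occurred in both libraries. No group has a replicate, so every difference below lies between 2 pools of 4 tumors and has no replicate check.

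Usp18 (ENSMUSG00000030107, chromosome 6, 121245906 to 121270917, plus strand, GRCm38) went against the label. In mononuclear phagocytes it measured 17.9 CPM in the control library (95% interval 15.8 to 20.2, 263 UMIs). In the library labelled knockout it measured 95.3 CPM (91.3 to 99.4, 2138 UMIs), a 5.33-fold higher value (4.69 to 6.09). In macrophage-like cells it rose from 16.4 to 35.2 CPM, and in monocyte-like cells from 19.0 to 143 CPM. The log2 ratio in macrophage-like cells (0.91) went to 0.13 in cells with Y-linked UMIs, with 1.08 in cells with Xist. It was moved most by a mitochondrial limit of 5%, to 1.75. In monocyte-like cells the log2 ratio was 1.77 in cells with Y-linked UMIs, against 2.625 in all cells. After each cell was thinned to 1000 UMIs, 1.96% and 8.98% of mononuclear phagocytes held a Usp18 UMI. B-cell-like cells served as the comparison, with 0.94% and 0.71%. T-cell-like cells, thinned alike, stood at 1.16% and 3.16%. Their log2 ratio of 0.83 was 0.25 in cells with Xist and 1.67 in cells with Y-linked UMIs. What macrophages captured with T cells add to it was not examined. In cDC1-like cells, cDC2-like cells and migratory DC the log2 ratios were 1.88, 1.70 and 1.92, so the rise was not limited to mononuclear phagocytes. In NK-cell-like and melanoma-like cells they were 0.32 and 0.23. Median depths before thinning were 6531 and 6012.5 UMIs in mononuclear phagocytes, and 1494 and 1760 in B-cell-like cells. The alternative that moved the log2 ratio in mononuclear phagocytes most was the split by sex, chosen after the data were seen, with 0.66 in cells with Y-linked UMIs and 2.40 in cells with Xist against 2.13. Among the alternatives fixed beforehand it was clustering each library on its own, with 1.43. The 3' counts do not show which exons the transcripts hold. The library is therefore called "labelled knockout" throughout, and every direction below is read against that label.

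Lyz2 (ENSMUSG00000069516, chromosome 10, 117277331 to 117282321, minus strand, GRCm38), the gene that carries Cre, went with the labels. Its level in mononuclear phagocytes was 9006 CPM in the control library and 17.5 CPM in the library labelled knockout, 516-fold lower. T-cell-like cells held 24.0 CPM in the control library and 0 UMIs in the other, which allows up to 1.11 CPM and makes the value at least 21.6-fold lower. The log2 ratio of Lyz2 in T-cell-like cells (-2.53) went to 0 once 5% of each class total was subtracted as free RNA, as it did in NK-cell-like and B-cell-like cells. The near-identical paralog Lyz1 rose from 41.0 to 216 CPM in mononuclear phagocytes, a value that is uncertain because the assignment of reads between the pair was not examined. Because Lyz2 transcripts differ between the libraries as well, an effect of the genotype could not be assigned to Usp18 alone.

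**Figure D1:**
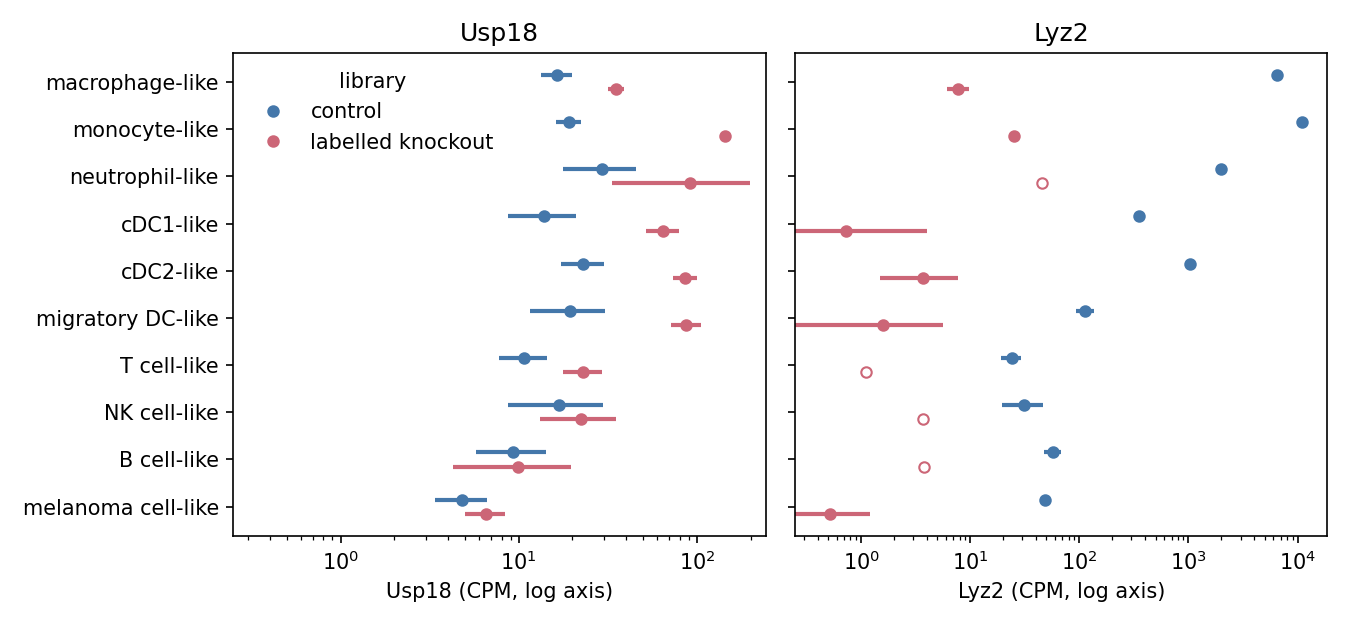
Usp18 and Lyz2 in CPM (log axis) per cell class in the control library (blue) and the library labelled knockout (red). Points are pooled values, lines exact Poisson 95% intervals, and open circles the upper limit for a count of 0. Usp18 in monocyte-like cells stands at 19.0 CPM in control and 143 CPM in the other library.

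Xist and Y-linked transcripts showed cells of female and male animals in both pools, in different proportions. Among CD45-positive classes, 1351 control cells held Xist without a Y-linked UMI and 2434 a Y-linked UMI without Xist, so 35.7% of these cells were of the first kind. In the library labelled knockout the counts were 3199 and 536, or 85.6%. The labels give no sex. Sex and group are thus mixed in any comparison of the whole libraries, and some values within each kind of cell are given beside the main ones.

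Mononuclear phagocytes made up 28.4% of kept control cells (27.3 to 29.5) and 50.2% (48.9 to 51.6) in the library labelled knockout, a ratio of 1.77. The alternative that moved this most was the share among cells other than neutrophil-like and B-cell-like ones, chosen after the data were seen, where the log2 ratio was 0.44 against 0.82. Monocyte-like cells rose from 19.5% to 33.6% and macrophage-like cells from 8.95% to 16.6%, log2 ratios of 0.79 and 0.89. In cells with Xist these were 0.97 and 0.14, and in cells with Y-linked UMIs 0.031 and 1.79, so neither rise was of like size in the cells of each sex. A macrophage-like cluster of shallow barcodes had medians of 884 UMIs in control and 730 in the other library. It held 51 of the 596 control macrophage-like cells and 229 of the 906 in the library labelled knockout. Part of the macrophage-like rise thus lay in shallow barcodes. At a mitochondrial limit of 5% the log2 ratio of the monocyte-like share went to -0.024. Neutrophil-like cells fell from 8.13% (541 cells) to 0.61% (33 cells), 13.4-fold lower. B-cell-like cells fell from 21.7% (20.7 to 22.7) to 8.07% (7.36 to 8.83). T-cell-like cells fell from 18.5% to 12.7%, a direction that turned to a log2 ratio of 0.08 when each library was clustered on its own. In that alternative the median log2 ratio of the MHC class II genes in T-cell-like cells went from 1.32 to 4.56, so the makeup of that class may differ there. Migratory dendritic cells (DC) rose from 2.06% to 3.10%, and plasmacytoid DC (pDC) fell from 2.25% to 1.52%, a direction that turned to a log2 ratio of 0.31 in cells with Xist. The shares of NK-cell-like (3.91% and 3.87%), cDC1-like (2.09% and 2.31%) and cDC2-like cells (4.57% and 4.40%) differed by less than counting error. In cells with Xist, however, the log2 ratio of the cDC1-like share was 1.48. For the cDC2-like share it was 0.80 in cells with Xist and -0.86 in cells with Y-linked UMIs. For the NK-cell-like share these values were 0.28 and -0.60. Melanoma-like cells, which should be absent after sorting, made up 2.30% and 6.86%, and 191 of the 374 such cells in the library labelled knockout came from a cluster with a median of 793 UMIs. Unnamed clusters held 6.07% and 6.31%. Most of these cells lay in 1 cluster (400 and 306 cells) that shared markers of T and NK cells. The other unnamed cluster (4 and 38 cells) had Foxp3, Ctla4 and Il2ra beside Cd209a among its leading genes. Whether its barcodes hold cells captured together was not examined.

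**Figure D2:**
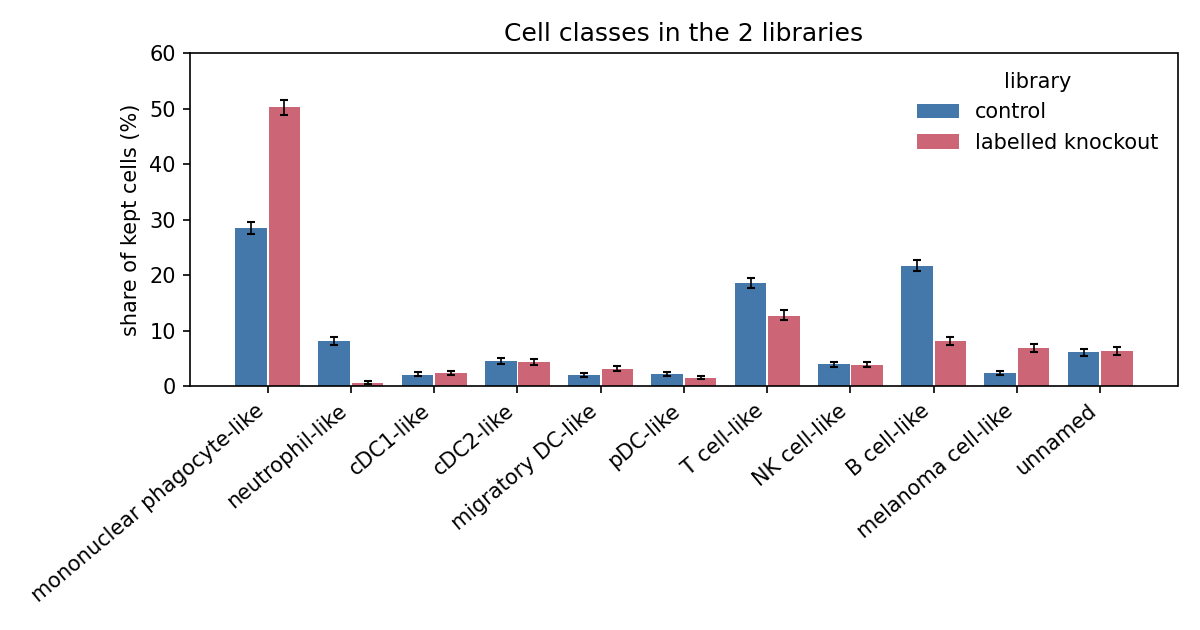
Share of kept cells (%) per cell class in the control library (blue) and the library labelled knockout (red). Bars are shares and lines exact Clopper-Pearson 95% intervals for counting error. Neutrophil-like cells stand at 8.13% and 0.61%, and mononuclear phagocytes at 28.4% and 50.2%.

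Within T-cell-like cells, CD8 cells made up 29.8% in the control library and 30.9% in the library labelled knockout, a difference below counting error. CD4 cells fell from 25.5% to 18.6% of T-cell-like cells. Among those with Xist they were 114 of 332 control cells and 76 of 469 in the library labelled knockout. With Y-linked UMIs they were 90 of 446 and 18 of 62, so the fall was not seen there. Regulatory cells rose from 12.4% to 16.0%, with a ratio of 1.29 (1.03 to 1.62). As a share of all kept cells, regulatory cells stood at 2.30% and 2.04%, a ratio of 0.89 (0.70 to 1.13), and over the alternatives that log2 ratio ran from -0.55 to 0.41, so no direction is read. Naive or memory cells stood at 25.8% and 23.1%, again within counting error. As a share of all kept cells, naive or memory cells had a log2 ratio of -0.70, which turned to 0.27 when each library was clustered on its own. Gamma-delta cells stood at 1.22% (15 cells) and 3.75% (26 cells), and unnamed cycling cells at 5.19% and 7.65%.

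The interferon-stimulated list was higher in mononuclear phagocytes of the library labelled knockout, with a median log2 ratio of 1.52 (counting interval 1.45 to 1.57), at percentile 100 of the random lists. All 34 measured genes of the list were higher, from 0.70 for Ly6e to 3.70 for the highest. In cells with Xist the median was 1.50, and in cells with Y-linked UMIs it was 0.79. The alternative that moved it most was a single macrophage-like cluster of shallow cells, with 0.57. Over the 8 mononuclear phagocyte clusters the medians ran from 0.57 to 2.31. Monocyte-like cells reached 1.85 and macrophage-like cells 0.77. Migratory DC, cDC1-like and cDC2-like cells reached 1.69, 1.26 and 1.15. All 33, 29 and 34 genes measured in these 3 classes were higher. Cells captured together with migratory DC were not examined, so what they add to the median of 1.69 is unknown.

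Lymphoid and melanoma-like cells showed smaller medians for this list. It was 0.37 in T-cell-like cells (0.27 to 0.50), and over the alternatives it ran from -0.04 in cells with Xist to 1.14 without doublet removal. The CD8 cells stood at 0.62, which turned to -0.019 when each library was clustered on its own. B-cell-like cells stood at 0.37 (0.23 to 0.60). Melanoma-like cells stood at 0.26, which went to 0 once 5% of each class total was subtracted as free RNA. In NK-cell-like cells the median was -0.38 (-0.43 to -0.06), at percentile 1.44 of the random lists. There, the median of all tested genes was itself -0.12 (as in naive or memory T cells), and the share of thinned cells with list UMIs was larger in the library labelled knockout (42.9% against 32.3%), so no direction is read for NK-cell-like cells.

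**Figure D3:**
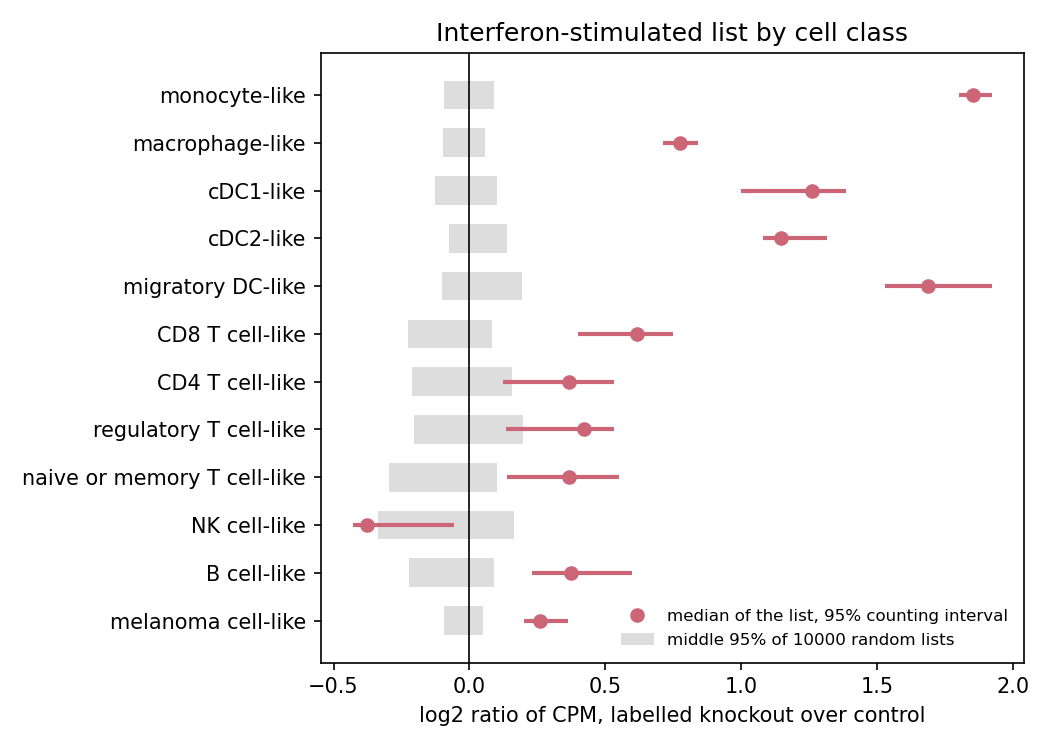
Median log2 ratio of the interferon-stimulated list per cell class, library labelled knockout over control. Points are medians, lines 95% counting intervals, and grey bars the middle 95% of 10000 random lists matched on expression. Monocyte-like cells stand at 1.85, macrophage-like cells at 0.77 and NK-cell-like cells at -0.38.

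After thinning to 1000 UMIs, 47.7% of control mononuclear phagocytes (45.4 to 50.1) held at least 3 UMIs of the interferon-stimulated list. In the library labelled knockout it was 81.6% (80.0 to 83.1), a difference of 33.8 percentage points (31.0 to 36.5). Without thinning the difference was 5.39 points, because 91.2% and 96.6% of the deeper cells passed the limit. Melanoma-like cells, thinned alike, stood at 3.33% and 5.22%, with median depths of 50505 and 2769 UMIs before thinning. Cells with at least 3 cell cycle UMIs made up 14.5% of control mononuclear phagocytes and 12.8% of those in the library labelled knockout. That difference of -1.71 points (-3.80 to 0.35) was not detectable at this depth. Without thinning it was -6.12 points. B-cell-like cells served as the comparison, with 3.31% and 2.37%.

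Over cells of both sexes the other lists had medians nearer to 0 in mononuclear phagocytes. The interferon-gamma-associated list had a median log2 ratio of 0.61 (0.52 to 0.72, percentile 100), with 1.21 in cells with Xist and -0.15 in cells with Y-linked UMIs. The MHC class I list stood at 0.46, with 13 of 13 genes higher, but in cells with Y-linked UMIs it was 0.15 and lay within the range of random lists (percentile 92.7), against 0.51 in cells with Xist. The MHC class II list stood at -0.51 (-0.53 to -0.36, percentile 0), with -1.61 in cells with Y-linked UMIs but 0.29 in cells with Xist. The inflammatory NF-kB-associated list stood at 0.36, with 0.37 in cells with Xist and 0.06 (percentile 71.3) in cells with Y-linked UMIs. The cytotoxic effector list stood at 0.33 and the inhibitory receptor and exhaustion list at 0.40, both at percentile 100. Over the alternatives the first ran from 0.11 to 1.32, the latter with genes of at least 100 UMIs. The second ran from 0.20 to 1.18, the latter with a pseudocount of 1 CPM. What T or NK cells captured with mononuclear phagocytes add to either list was not examined. In cells with Xist these 2 lists stood at 0.82 and 0.65, and in cells with Y-linked UMIs too few of their genes were measured. Alternative-activation genes (0.06, percentile 82.8), cell cycle genes (-0.07, percentile 17.6) and dissociation stress genes (-0.06, percentile 12.1) lay within the range of random lists. Alternative-activation and cell cycle genes went opposite ways in the cells of each sex (0.38 and -0.32, and -0.50 and 0.60, for Xist and Y-linked). The stress list stood at -0.10 and -0.49 (percentile 0 for Y-linked). The cell cycle value of 0.60 was not seen within monocyte-like cells with Y-linked UMIs (-0.53) or within macrophage-like cells (at most 0.03 over the alternatives).

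**Figure D4:**
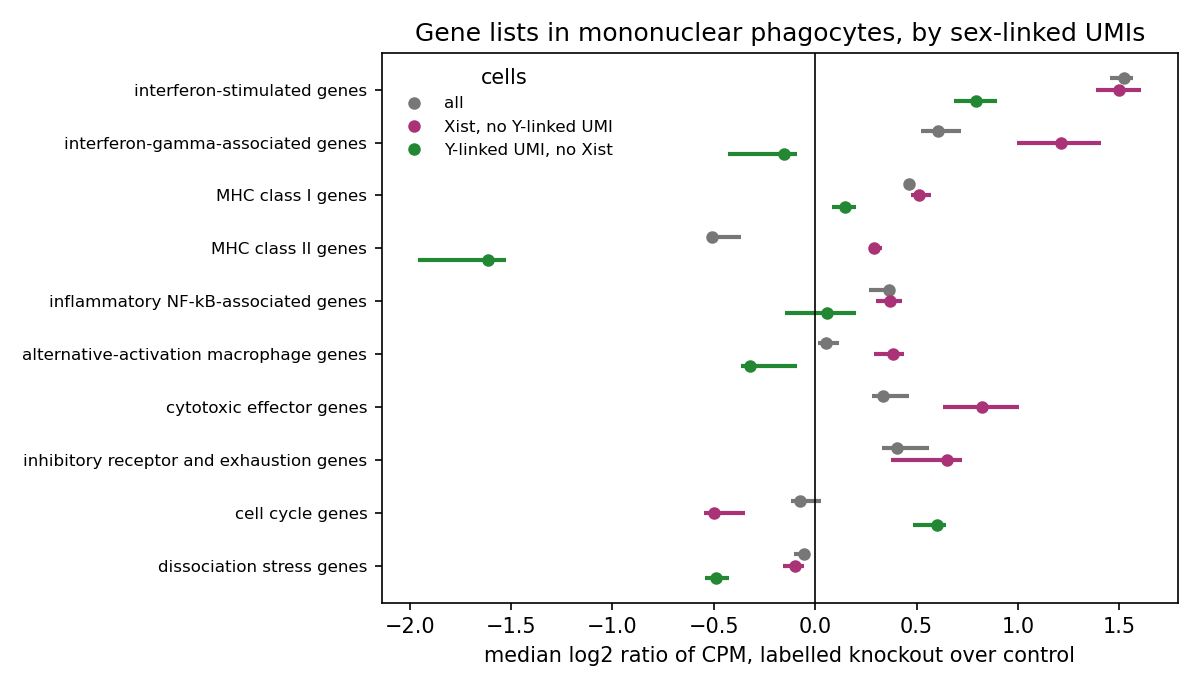
Median log2 ratio of each gene list in mononuclear phagocytes, library labelled knockout over control, for all cells (grey), cells with Xist and no Y-linked UMI (purple) and cells with a Y-linked UMI and no Xist (green). Lines are 95% counting intervals, and a list with fewer than 5 measured genes has no point. The MHC class II list stands at 0.29 in cells with Xist and -1.61 in cells with Y-linked UMIs.

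Among CD8 T-cell-like cells the cytotoxic effector list stood at 0.38 (0.04 to 0.47) and the inhibitory receptor and exhaustion list at 0.50 (0.29 to 0.67), both at percentile 100. At a mitochondrial limit of 5% the first turned to -0.12 and the second fell to 0.096, and the second reached 1.26 when each library was clustered on its own. The MHC class II list stood at 1.32 in T-cell-like cells, where 31 of 693 cells with macrophage markers held 54.8% of its UMIs in the library labelled knockout. In T-cell-like cells with Y-linked UMIs the list turned to -0.28. It was moved most, to 4.56, when each library was clustered on its own. It stood at 0.81 in NK-cell-like cells, where 5 of 211 cells held 47.1%, against 35.9% in the 5 such control cells. In migratory DC the cytotoxic effector list reached 2.39, a class in which cells captured together were not examined.

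Among genes outside the lists, the ranking rule gave Slfn4 as higher in mononuclear phagocytes, from 13.7 to 213 CPM, a 15.6-fold difference (13.5 to 18.0). Its log2 ratio was moved most, from 3.55 to 1.94, in cells with Y-linked UMIs, an alternative chosen after the data were seen. For several genes given by the rule 1 cell held most UMIs, and these are not read as differences between the libraries. They were Jchain in B-cell-like cells (95.5% of UMIs in 1 cell), Gzmd and Gzme in NK-cell-like cells (91.8% and 84.2%), Gzmf in T-cell-like cells (78.0%), Ccl17 in macrophage-like cells (77.2%), Spp1 in CD8 cells (71.1%) and Bglap2 in melanoma-like cells (99.3%).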

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

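The tests on free melanoma RNA, on MHC class II genes in T and NK cells, on the shift of all genes in NK cells and on MHC class II genes by sex and cluster were chosen only after the result was seen, and the tests on damaged cells, on cells of both sexes and on depth between classes were planned. None of the differences between classes or sexes given here was tested as a difference. With 1 pool per group, genotype goes together with every other property of the pools, such as the sex and the individual tumors of the mice.

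Xist lay outside the main measurement and was higher in the library labelled knockout, with 890.0 CPM over the CD45-positive classes against 366 CPM in control, while the 4 Y-linked genes stood at 41.8 and 165 CPM. Cells with both kinds of UMI were rarer than chance gives, at 0.27 of the chance number in the library where this ratio was larger (128 cells against 467). This suggests cells of female and male animals in both pools, with mostly male cells in the control pool and mostly female cells in the other. Sex of the mice therefore stays open as a source of any difference between whole libraries, apart from those recomputed within each kind of cell.

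A cluster of shallow melanoma-like barcodes held 191 barcodes in the library labelled knockout and 7 in control. Free melanoma RNA in empty droplets would hold melanoma and macrophage transcripts in the ratio seen in lymphocytes, but that ratio was 31.3 times that in B-cell-like and NK-cell-like cells (24.7 to 39.6). The test first planned gave 37.7 and 54.5 CPM of melanoma transcripts in lymphocytes, a ratio of 1.45, which alone would have been in keeping with free RNA. Damaged cells are consistent with the share of Malat1 and the ribosomal RNA gene Gm42418, which was 2.95 times that of the deep melanoma-like cells (2.22% against 0.754%). The mitochondrial share was lower (1.55% against 6.35%). The test took the larger of the ratios for these 2 shares, so 1 was enough to pass it. Whether damaged cells would have a lower mitochondrial share was not tested, so damage itself stays open. No biological explanation was tested.

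The median of the interferon-stimulated list was below 0 in NK-cell-like cells (-0.38) and above 0 in migratory DC (1.69). No direction is read for NK-cell-like cells, because the share of thinned cells with list UMIs was larger in the library labelled knockout (42.9% against 32.3%). There, a shift of all genes and a change of the list cannot be told apart. After centring on the median of all genes the upper bound of the counting interval was 0.07, so the interval included 0, but the list lay at percentile 1.44 of random lists, which share that shift. In cells with Xist the NK median was -0.06. Depth differs between classes. The Spearman rho between depth and the change of the list over 12 classes was 0.41, below the limit of 0.5 set beforehand. That value includes melanoma-like cells, the deepest class in the control library, which changed little (0.26). It was not computed without them. In monocyte-like, macrophage-like, migratory DC, cDC1-like and cDC2-like cells control medians were at least 5870 UMIs and changes at least 0.77. In the lymphocyte classes they were at most 2758 UMIs and 0.62. Depth between classes therefore cannot be set aside. The classes share 2 libraries and are not independent. A response to genotype by cell class stays open, as do depth between classes, sex and cells captured together with migratory DC.

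The MHC class II list was lower in mononuclear phagocytes (-0.51) and higher in T-cell-like cells (1.32). Macrophages captured with T cells may account for the latter. Without the T cells holding at least 3 macrophage marker UMIs the median was 0.18 (0.07 to 0.32), an interval that reached the range of random lists (up to 0.15) while the median stayed above it, at percentile 98.9. A limit of 1 UMI left 0.04 (-0.21 to 0.25), at percentile 85.0. Most of the rise thus went with these cells, and a small remainder stays open. Cells with at least 3 such UMIs made up 4.47% of T-cell-like cells in the library labelled knockout and 0.32% in control. In NK-cell-like cells 8 of 211 cells held at least 3 macrophage marker UMIs and only 7.56% of the MHC class II UMIs, and the same step left 0.79 (0.53 to 1.04). A limit of 1 UMI left 0.31 (-0.02 to 0.67). There, captured macrophages and a change in NK cells cannot be told apart, because the answer depends on the limit. Over the alternatives the NK-cell-like median (0.81) ran from 0 to 2.14. The value of 2.14 came with 5% free RNA subtracted, so the answer depends on the treatment of free RNA too.

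Within mononuclear phagocytes the MHC class II list stood at -1.61 in cells with Y-linked UMIs and 0.29 in cells with Xist. Another makeup of clusters in the cells of each sex could not be the whole source in macrophage-like clusters, where the largest median within a cluster was -2.53 in cells with Y-linked UMIs. There, cells with Xist in the same cluster stood at -0.53. In monocyte-like clusters the makeup and a difference within clusters cannot be told apart. The 1 cluster with enough cells of each sex gave 0.62 in cells with Y-linked UMIs (0.46 to 0.83, 50 cells in the library labelled knockout), so the fall was absent, but cells with Xist stood at 1.67 (1.51 to 1.99), so a gap remained. Sex and differences between individual tumors stay open.

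For 3 other lists, mononuclear phagocytes of each sex also moved apart. Interferon-gamma-associated genes stood at -0.15 in cells with Y-linked UMIs and 1.21 in cells with Xist. Alternative-activation genes stood at -0.32 and 0.38, and cell cycle genes at 0.60 and -0.50. The value of 0.60 was not a rise within either part of these cells. In monocyte-like cells with Y-linked UMIs the cell cycle list stood at -0.53. In macrophage-like cells it reached at most 0.03 over the alternatives, which include this split. The macrophage-like share rose in cells with Y-linked UMIs, with a log2 ratio of 1.79. The cells of each sex come from unknown numbers of tumors, and no explanation was tested for these lists.

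The inflammatory NF-kB-associated list stood at -0.45 in NK-cell-like cells (6 genes) and 0.53 in cDC2-like cells. The cell cycle list stood at -0.31 in cDC1-like cells and 0.78 in migratory DC. No explanation was tested for either pair.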

How the results depend on the processing

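The 7 kinds of alternative marked as added in the methods, which are shallow clusters left out, shares without neutrophil-like and B-cell-like cells, single clusters, and the lists, the shares, Usp18 with Lyz2 and the named genes by sex, were chosen only after the data were seen. No paired analysis was possible because each group has 1 library. For none of the changes below was the cause tested, and "the cause was not tested" applies to each. Values are log2 ratios, or median log2 ratios for lists, unless given in points, and the value in parentheses is the one reported.

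Over 33 alternatives, 286 results gave 3395 values. For the 22 main results, 191 values stayed within the counting interval, 109 left it in the same or no called direction, and 4 changed a called direction. For the others 2370 stayed, 675 moved (351 larger, 324 smaller) and 46 changed direction. Usp18 in mononuclear phagocytes ran from 0.66 to 2.40, Lyz2 from -9.36 to -7.91, the neutrophil-like share from -4.44 to -3.06, the B-cell-like share from -1.67 to -1.14, the mononuclear phagocyte share from 0.44 to 0.90 and their interferon-stimulated list from 0.57 to 2.31, each with the same sign under each alternative run.

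Without doublet removal, the share was -0.34 (-0.54) for T cell. A value of -0.046 (1.41) in cDC1 held for the alternative-activation list. Values of 1.14 (0.37) in T cells and 0.60 (0.26) in melanoma cells held for the interferon-stimulated list. A value of -0.0042 (0.20) in T cells held for the cell cycle list. At a mitochondrial limit of 5%, the shares were 0.45 (0.82) for mononuclear phagocyte, -0.024 (0.79) for monocyte, -4.44 (-3.75) for neutrophil, -0.32 (0.15) for cDC1, -0.46 (-0.053) for cDC2, 0.14 (0.59) for migratory DC, -0.082 (-0.57) for pDC, -0.42 (-0.54) for T cell, -0.43 (-0.013) for NK cell, -1.14 (-1.43) for B cell and 2.72 (1.58) for melanoma cell. Usp18 in mononuclear phagocytes was 1.85 (2.13). A value of 0.26 (-0.23) in monocytes held for the MHC class II list. A value of 0.69 (0.37) in T cells held for the interferon-stimulated list. Values of -0.14 (0.36) in T cells, -0.12 (0.38) in CD8 T cells and -0.22 (0.54) in regulatory T cells held for the cytotoxic list. At a mitochondrial limit of 20%, the shares were 0.73 (0.82) for mononuclear phagocyte and -0.38 (-0.54) for T cell. Usp18 in mononuclear phagocytes was 1.45 (2.13). Values of 1.29 (1.52) in mononuclear phagocytes and 0.77 (0.37) in T cells held for the interferon-stimulated list. With at least 500 genes per cell, the share was 0.68 (0.82) for mononuclear phagocyte. Usp18 in mononuclear phagocytes was 1.46 (2.13). A value of 1.29 (1.52) in mononuclear phagocytes held for the interferon-stimulated list. At Leiden resolution 0.5, the shares were 0.90 (0.82) for mononuclear phagocyte and -0.41 (-0.54) for T cell. A value of -0.26 (0.45) in cDC2 held for the alternative-activation list. The median log2 ratio of the cell cycle genes, cDC2, was -0.011 (0.41). At Leiden resolution 2, the share was 0.74 (0.82) for mononuclear phagocyte. Usp18 in mononuclear phagocytes was 1.48 (2.13). Values of 1.29 (1.52) in mononuclear phagocytes, 0.75 (0.37) in T cells and -0.10 (0.37) in CD4 T cells held for the interferon-stimulated list. The median log2 ratio of the cell cycle genes, cDC2, was -0.044 (0.41), and in T cells it was -0.020 (0.20). With each library clustered on its own, the shares were 0.73 (0.82) for mononuclear phagocyte, -0.29 (0.15) for cDC1, -0.36 (-0.053) for cDC2, 0.95 (0.59) for migratory DC, 0.080 (-0.54) for T cell and 0.27 (-0.70) for naive or memory T cell. Usp18 in mononuclear phagocytes was 1.43 (2.13). Values of 1.27 (1.52) in mononuclear phagocytes, 1.35 (1.15) in cDC2, 0.60 (0.37) in T cells and -0.019 (0.62) in CD8 T cells held for the interferon-stimulated list. Values of 0.014 (-0.73) in macrophages, 0.52 (-0.24) in migratory DC, 4.56 (1.32) in T cells and 2.19 (-0.39) in CD8 T cells held for the MHC class II list. A value of 0.14 (-0.13) in macrophages held for the stress list. Values of -1.64 (0.41) in cDC2 and 3.30 (-0.115) in CD8 T cells held for the cell cycle list. A value of -0.17 (0.36) in T cells held for the cytotoxic list. With the interferon genes kept in the clustering, the MHC class II list was 0.19 (-0.23) in monocytes. Values of 0.89 (1.26) in cDC1 and 0.75 (0.37) in T cells held for the interferon-stimulated list. A value of -0.25 (0.45) in cDC2 held for the alternative-activation list.

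Among CD45-positive classes, the share was 0.90 (0.82) for mononuclear phagocyte. Without shallow clusters, the shares were 0.73 (0.82) for mononuclear phagocyte and 0.61 (1.58) for melanoma cell. Among cells other than neutrophil-like and B-cell-like ones, the shares were 0.44 (0.82) for mononuclear phagocyte, -0.23 (0.15) for cDC1, -0.43 (-0.053) for cDC2, 0.21 (0.59) for migratory DC, -0.92 (-0.54) for T cell, -0.39 (-0.013) for NK cell and 1.20 (1.58) for melanoma cell. In cells with Xist, the shares were 0.75 (0.82) for mononuclear phagocyte, -3.06 (-3.75) for neutrophil, 1.48 (0.15) for cDC1, 0.80 (-0.053) for cDC2, 1.48 (0.59) for migratory DC, 0.31 (-0.57) for pDC, -0.75 (-0.54) for T cell, 0.28 (-0.013) for NK cell, -1.67 (-1.43) for B cell and 1.01 (1.58) for melanoma cell. In mononuclear phagocytes Usp18 was 2.40 (2.13), and Ppbp was 0.30 (-1.53) in mononuclear phagocytes and 0.079 (-1.55) in monocytes. Values of 0.29 (-0.51) in mononuclear phagocytes and 0.49 (-0.23) in monocytes held for the MHC class II list. Values of -0.041 (0.37) in T cells, -0.33 (0.37) in CD4 T cells and 0.16 (0.37) in B cells held for the interferon-stimulated list. A value of -0.021 (0.23) in T cells held for the interferon-gamma list. In cells with Y-linked UMIs, the shares were -3.23 (-3.75) for neutrophil, -0.86 (-0.053) for cDC2, 0.069 (0.59) for migratory DC, -1.79 (-0.57) for pDC, -0.60 (-0.013) for NK cell and 0.81 (1.58) for melanoma cell. In mononuclear phagocytes Usp18 was 0.66 (2.13) and Lyz2 was -9.36 (-8.65). Ccl17 in macrophages was -0.47 (2.80), and in T cells Gzmf was -0.14 (3.0) and Ccl3 was -1.05 (1.76). Values of 0.79 (1.52) in mononuclear phagocytes and 0.70 (0.37) in T cells held for the interferon-stimulated list. Values of -0.15 (0.61) in mononuclear phagocytes and -0.20 (0.18) in macrophages held for the interferon-gamma list. A value of -0.0065 (0.23) in macrophages held for the MHC class I list. Values of -0.014 (0.40) in macrophages and -0.71 (0.27) in T cells held for the NF-kB list. A value of -0.28 (1.32) in T cells held for the MHC class II list. A value of -0.17 (0.36) in T cells held for the cytotoxic list. A value of -0.15 (0.52) in T cells held for the exhaustion list. A value of -0.18 (0.20) in T cells held for the cell cycle list.

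With a pseudocount of 1 CPM, Usp18 in mononuclear phagocytes was 2.35 (2.13) and Lyz2 in mononuclear phagocytes was -8.93 (-8.65). Values of 1.57 (1.52) in mononuclear phagocytes, 0.52 (0.37) in T cells and 0.48 (0.26) in melanoma cells held for the interferon-stimulated list. With a pseudocount of 20 CPM, Usp18 in mononuclear phagocytes was 1.61 (2.13) and Lyz2 in mononuclear phagocytes was -7.91 (-8.65). Values of 1.25 (1.52) in mononuclear phagocytes, 0.82 (1.26) in cDC1, 0.92 (1.15) in cDC2, 1.33 (1.69) in migratory DC, 0.24 (0.37) in T cells and 0.099 (0.26) in melanoma cells held for the interferon-stimulated list. With cells weighted equally, the interferon-stimulated list was 1.70 (1.52) in mononuclear phagocytes and 0.69 (0.26) in melanoma cells. A value of 0.020 (-0.24) in migratory DC held for the MHC class II list. A value of 0.59 (-0.46) in melanoma cells held for the NF-kB list. With the mean of the list, the interferon-stimulated list was 1.78 (1.52) in mononuclear phagocytes, 1.39 (1.26) in cDC1, 1.33 (1.15) in cDC2 and 1.93 (1.69) in migratory DC. With genes of at least 100 UMIs, the interferon-stimulated list was 0.88 (1.26) in cDC1 and 0.19 (0.37) in B cells. With 5% free RNA subtracted, Lyz2 was 0 in T cells (-2.53), NK cells (-2.85) and B cells (-3.63), Lyz2 in migratory DC was 0.30 (-4.17) and Lyz2 in melanoma cells was 0.012 (-3.27). Values of 0.22 (0.37) in T cells, -0.44 (-0.38) in NK cells, 0.23 (0.37) in B cells and 0 (0.26) in melanoma cells held for the interferon-stimulated list. With 10% free RNA subtracted, Lyz2 in migratory DC was 0.19 (-4.17). Values of 0.046 (0.37) in T cells, -0.51 (-0.38) in NK cells, 0.12 (0.37) in B cells and -0.087 (0.26) in melanoma cells held for the interferon-stimulated list. With cells thinned to 2000 UMIs, the difference was 24.9 (33.8) points for interferon-stimulated UMIs in mononuclear phagocytes. Without thinning, the differences were 5.39 (33.8) points for interferon-stimulated UMIs in mononuclear phagocytes, -1.46 (22.1) points for interferon-stimulated UMIs in macrophages, -1.74 (30.6) points for interferon-stimulated UMIs in cDC1 and -6.12 (-1.71) points for cell cycle UMIs in mononuclear phagocytes. With at least 5 UMIs over the list, the difference was 41.7 (33.8) points for interferon-stimulated UMIs in mononuclear phagocytes. In single clusters of mononuclear phagocytes the interferon-stimulated list was 2.11, 0.90, 2.31, 0.70, 0.59, 0.57 and 1.21 (1.52).

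At a mitochondrial limit of 5%, there was no value for the gamma-delta share and the lists in CD4 cells, naive or memory T cells, B cells and melanoma-like cells. The same holds for the lists in cDC1-like cells with each library clustered on its own. Depth limits the shares without thinning, because 91.2% and 96.6% of mononuclear phagocytes then passed the limit of 3 UMIs, and it limits the lists in T-cell subsets, where few genes reached 20 UMIs.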

Other observations

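The tests on exchanged labels, on S100a8 and S100a9 in B-cell-like and NK-cell-like cells, on the sex of the mice for the neutrophil-like and B-cell-like shares and on a library-wide factor were chosen only after the result was seen. The tests of the interferon-stimulated list by sex and within single clusters rest on alternatives added after the data were seen. The others were planned.

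Usp18 was higher, not lower, in the library labelled knockout. An exchange of the labels would place the low Lyz2 library in the control group, but Lyz2 was 516-fold higher in control mononuclear phagocytes. Free RNA from other cells would leave no rise once 10% of each class total was subtracted, and the log2 ratio stayed at 2.16. A candidate explanation is that the 3' counts still see transcripts of the recombined allele, which rise with the other interferon-stimulated genes. Over 12 classes the Usp18 change followed the median change of the interferon-stimulated list with a Spearman rho of 0.87, and the Usp18 log2 ratio in mononuclear phagocytes (2.13) lay within the range of the list (0.70 to 3.70). The classes are not independent, and incomplete deletion would give the same relation. Reads over the exons would be needed to separate these. In cells with Xist the log2 ratio was 2.40, and in cells with Y-linked UMIs 0.66.

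Neutrophil-like cells were 13.4-fold rarer in the library labelled knockout. Loss at the UMI floor of cell calling would crowd the remaining cells at that floor, but 3.03% of them (1 of 33, 0.08 to 15.8) had fewer than 750 UMIs, against 13.3% in control. The filters used here would leave the unfiltered barcodes alike, yet barcodes with at least 1% of UMIs from S100a8 and S100a9 made up 0.53% against 5.96%. Neutrophils lost before barcoding would leave their free RNA behind, and in B-cell-like and NK-cell-like cells S100a8 with S100a9 fell from 58.2 to 4.34 CPM, a ratio of 0.0746 (0.03 to 0.157). In T-cell-like cells these transcripts were higher (95.2 against 37.2 CPM), but 5 cells held 99.2% of them. That ratio does not exclude neutrophils removed intact before the droplets were made. The share ratio was 0.11 in cells with Y-linked UMIs (3 cells) and 0.12 in cells with Xist, so the sex of the mice alone is unlikely to be the source. A lower number in the tumors, by genotype or by individual tumor, stays open.

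B-cell-like cells were also rarer. In cells with Y-linked UMIs the share ratio was 0.38, and in cells with Xist 0.31, so sex alone is unlikely to be the source. A piece of lymph node or blood in the control pool would lower naive or memory T cells against CD8 cells along with B cells in the other library. That ratio of ratios was 0.87 (0.67 to 1.12), and for B-cell-like against CD8 cells it was 0.52 (0.43 to 0.64). At a mitochondrial limit of 5% the 2 values were alike, 0.54 (0.36 to 0.80) and 0.56 (0.37 to 0.86), while with each library clustered on its own the first was 1.45 (1.17 to 1.81). Such a piece and a loss of B cells alone cannot be told apart, because the value for naive or memory T cells depends on the processing. A difference between genotypes or individual tumors stays open.

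The interferon-stimulated list was higher in mononuclear phagocytes. Sex alone would leave no change in 1 kind of cell, but the smaller median was 0.79, in cells with Y-linked UMIs. A shift in which clusters are present would leave none within clusters, where the smallest median was 0.57. Split by sex as well, 1 macrophage-like cluster stood at 0.07 in cells with Y-linked UMIs (0.03 to 0.32, 103 and 60 cells), and the other 6 such medians with at least 50 cells per library ran from 0.63 to 2.22. Free RNA or a library-wide factor would give a change of the same size in lymphocytes and melanoma-like cells. Of T-cell-like, NK-cell-like, B-cell-like and melanoma-like cells, the largest median was 0.3735, just under the limit of 25% of 1.521. CD8 cells (0.62) and regulatory cells (0.42) on their own exceeded that limit. T-cell-like cells exceeded it under several alternatives, up to 1.14 without doublet removal, and melanoma-like cells reached 0.69 with cells weighted equally. B-cell-like cells, at 0.37 (0.23 to 0.60), reached at most 0.52. A factor of the same size in all classes is thus unlikely to be the whole source, and a shared part stays open. Migratory DC, cDC1-like and cDC2-like cells, at 1.69, 1.26 and 1.15, were left out of this test. A factor of the pool that acts mainly on myeloid cells is therefore not excluded by it. In cells with Y-linked UMIs the T-cell-like median was 0.6956 beside 0.79 in mononuclear phagocytes. NK-cell-like, B-cell-like and melanoma-like cells had too few such cells for a value. Monocyte-like cells of this kind lay higher, at 1.50 (1.26 to 1.74) in the cluster with enough cells. As a class they were not below 1.53 under any alternative. Macrophage-like clusters of this kind stood at 0.63 and 0.07. A factor shared with T-cell-like cells is thus unlikely to be the whole source in monocyte-like cells. The T-cell-like value rests on only 62 cells in the library labelled knockout. In macrophage-like cells with Y-linked UMIs a shared factor and a change of their own cannot be told apart. Dissociation stress would raise the stress list, which lay at percentile 12.1 in mononuclear phagocytes. That list was lower in macrophage-like cells (-0.13). It was higher in T-cell-like (0.20), regulatory (0.39) and melanoma-like cells (0.13), and neither in the other classes. A difference in stress between the suspensions is thus not excluded, but it was not seen as a rise in mononuclear phagocytes. A difference due to depth would vanish at equal depth, and the difference was 33.8 points with cells thinned to 1000 UMIs and 24.9 points at 2000 UMIs, against 5.39 points without thinning, where nearly all cells pass the limit. Outside any shared part, a response to the genotype may remain as a hypothesis, found and examined on the same 2 pools. Such a response could not be assigned to Usp18 alone, because Lyz2 differed too. Differences between individual tumors or mice stay untested.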
